A study of Mus musculus with 8 samples. Its data were reported in "LATS2 Positively Regulates Polycomb Repressive Complex 2" (2016).

How the data were processed

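RNA from mouse embryonic fibroblasts (MEFs), cells grown out from embryos and kept in DMEM with fetal bovine serum, was compared between Lats2-/- and wild-type (Lats2+/+) littermates. Lats2 encodes a serine/threonine kinase of the Hippo pathway. The labels give 3 litters, numbered 112, 116 and 121, with 1 Lats2-/- and 1 Lats2+/+ RNA extract from each, so that there were 6 extracts. Both genotypes carry the strain name C57BL/6J in the labels, and no treatment was applied. Each Agilent array held both extracts of a litter, one labelled with Cy3 (green) and the other with Cy5 (red). Litters 112 and 116 had 2 arrays each, with the dyes swapped between them, and litter 121 had 4 arrays, which are 2 such dye-swap pairs. The 8 arrays lie on 2 slides, each scanned in 1 batch, with litters 112 and 116 on slide 1 and litter 121 on slide 2.

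The authors hybridised array design 14868, a whole mouse genome oligonucleotide design, and extracted each scan with Agilent Feature Extraction, version 10.7.3.1 per the file headers. The deposited scanner files give, as intensity on a linear scale, the mean brightness of each spot and the median brightness of its local background in both channels, with no normalization. The deposited files also hold processed intensity values, from which Feature Extraction had subtracted background and removed spatial trends and dye bias within the array. They hold the log10 ratio of red over green of those processed signals, which per the file headers is already dye normalized, together with flags for spots that are well above background, saturated or outliers. The value table deposited for the series holds log10 ratios as well. Each of its columns was set against the scanner log10 ratio of the same array: with the sign turned on the arrays where Lats2-/- was Cy3, the largest difference was 0.00500, so the authors' table gives Lats2-/- over Lats2+/+ on every array. Dim signals in the processed values are replaced by surrogates in Feature Extraction, which affects the ratios of weakly expressed genes; the unprocessed intensities were used here.

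Each array had 45018 spots, of which 43379 were gene spots. Mean intensities were background corrected with normexp (offset 50) over all spots in limma 3.58.1 under R 4.3.3. Control spots were then removed, 860 gene spots marked as outliers over the 8 arrays were left out, and no gene spot was saturated. Intensities were normalized by loess within each array, and every log2 ratio was turned to Lats2-/- over Lats2+/+. Repeat spots, present for 245 of the 41174 gene probes, were averaged, and the arrays of a litter were averaged into 1 ratio per litter over both dye orientations. The arrays of a litter hybridise the same 2 extracts, so that the litter is the replicate and n is 3. The pairing of genotypes is within the array and within the litter, as the clone names in the labels give it. A probe was kept if it was well above background in at least 2 of the 3 extracts of either genotype, where an extract needs the majority of its arrays, and 22642 probes were kept. Log2 signals per extract were taken after loess and Aquantile between arrays. The number of arrays and litters limits the precision of every ratio.

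The main comparison was limma's moderated test (lmFit and eBayes) of the 3 litter ratios against 0, two-sided, with Benjamini-Hochberg adjustment over the kept probes at a threshold of 0.05. The methods of the study ask for a change of at least 2-fold with a t-test p under 0.05. That size was applied with limma's unadjusted p, and the methods' t-test was run on the same litter values as an alternative. The description of that test does not say which replicates entered it or how probes were filtered for it. A probe that was well above background in 1 extract of a litter and on no array of the other has only a bound in that litter: the mean of the brighter genotype was set against the mean, over arrays, of the higher of the lowest signal among probes well above background and the probe's own signal. Such values are written as at least N-fold, and the balanced dye swaps keep them free of a fixed dye bias.

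Lists of genes were fixed for the Hox clusters, homeobox genes outside them, the mouse genes of Polycomb repressive complex 2 (PRC2) target loci that the study assayed in HeLa-S3 cells, the PRC2 components, targets of YAP and TAZ, and proliferation genes. Each was tested with limma's camera (inter-gene correlation 0.01) against the 14727 genes with a kept probe, at 1 probe per gene, the one with the highest mean signal, and p-values were adjusted over the 6 lists. The function fry and camera with an estimated correlation were run beside it. The genes named one by one were Lats2, Lats1, Ezh2, Eed, Suz12, Ctgf and Cyr61, every Hox gene with an unadjusted p under 0.05, and the 5 higher and 5 lower genes with the largest mean log2 ratio among probes past the adjusted threshold with 1 sign in all 3 litters. Where fewer than 5 passed on a side, it was filled from probes changed at least 2-fold in the same direction in each litter. The comparisons, the 6 lists, the naming rule and the alternatives were chosen before the data were examined, except where the text says otherwise. A list of immediate early genes and lists of macrophage, endothelial, and smooth muscle and pericyte markers were written later, from general knowledge.

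The alternatives were the processed signals of Feature Extraction, a normexp offset of 16, median centring in place of loess, no filter and a strict filter on dim probes, either dye-swap pair of litter 121 alone, the deposited value table, no replicate block, each litter left out in turn, litter as a random block with and without a dye term, slide as a random block, the methods' t-test, and for lists the mean of all probes of a gene. Gene names as the files give them, and a filter asking for 1 of the 6 extracts, were added after the data were seen.

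Probe coordinates are those of the files, on mouse build mm8. Gene names were taken from a RefSeq table of assembly GRCm38.p6, used only for names: 24375 probes matched by accession, 6301 by symbol and 2426 by an older symbol, and 8072 kept the name in the files. Set tests by list depend on these names, and older names are used below where the study uses them, as for Ctgf (Ccn2) and Cyr61 (Ccn1).

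The scripts' steps were tested on simulated ratios of 22642 probes in 3 litters, with 200 probes changed by 1.5 on the log2 scale. With a litter SD of 0.15 for every probe, all 200 changed probes were called past the adjusted threshold, with 11 unchanged ones, and the slope of estimated on true ratios was 0.970. With the litter SDs of the real probes, 0 of the 200 were called past the adjusted threshold, although 185 of them and 170 unchanged probes met the 2-fold threshold with an unadjusted p under 0.05. In a simulation with no changed probe and the real litter SDs, 163 probes met that threshold. The simulations with real litter SDs took each probe's SD over 3 litters as its true SD. They added array noise, which that SD already holds, and drew probes independently, so their counts are not exact for the real data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Random lists, 10000 per test, were drawn with a fixed seed.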

Results

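Transcript levels were compared between Lats2-/- and Lats2+/+ MEFs from 3 litters, with 1 embryo of each genotype per litter and both extracts of a litter on the same arrays. The data are 8 arrays in 1 comparison, with 2 arrays for litter 112, 2 for litter 116 and 4 for litter 121. The median intensity of an array lay between 60 and 68 in green and between 81 and 92 in red, against median local backgrounds of 31.5 to 37 and of 37 to 38. Between 53.5% and 60.3% of gene probes were well above background in the Lats2-/- channel of an array, and between 52.9% and 61.3% in the wild-type channel. Spike-in control spots were dim on these arrays, with a median intensity of 45 against 41 for negative controls and 73 for gene spots, and 10.1% of them were well above background, so they were not used as a scale.

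The targeted gene was examined first. Lats2 has 4 probes on the array, all on the minus strand of chromosome 14 in mm8. The upstream probe (A_52_P425064, 56676512 to 56676571) was lower in Lats2-/- cells on 8 of 8 arrays, with log2 ratios of -1.30, -1.12 and -0.56 in litters 112, 116 and 121. Its mean was -0.99 ± 0.39 (SD, n = 3 litters), with an unadjusted p of 0.00671 and an adjusted p of 0.716 in limma. This is 1.99-fold lower, but the size is not fixed by the data, since the probe was dim in Lats2-/- cells (log2 signals of 6.63, 6.60 and 7.33): the mean was -1.32 with a normexp offset of 16 and -1.86 with the processed signals of Feature Extraction and with the deposited value table. The other 3 probes lie 31207 bp or more downstream, toward the 3' end, and did not follow the genotype in every litter. Their ratios were between -0.72 and -0.16 in litters 112 and 116, and between 0.81 and 1.17 in litter 121. The brightest of them (A_52_P315345, 56644080 to 56644139) had a mean log2 ratio of 0.07 ± 0.97 (SD, n = 3 litters; adjusted p of 0.980 in limma), and it became -0.48 without litter 121. The genotype labels are therefore borne out by 1 of the 4 probes in all 3 litters, and in litter 121 the downstream probes ran against them. Lats1, the homolog of Lats2 (AW208599 in the files), had a ratio of 0.14 ± 0.35 (SD, n = 3 litters; adjusted p of 0.882 in limma).

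The study asked whether loss of LATS2 lowers PRC2, the complex that methylates histone H3 at lysine 27, including the transcripts of its core components. In these MEFs, Ezh2 (chromosome 6, 47461634 to 47462529) had log2 ratios of -0.42, -0.87 and 0.67 in litters 112, 116 and 121. The mean of -0.21 ± 0.79 (SD, n = 3 litters) was smaller than the spread, with an unadjusted p of 0.579 and an adjusted p of 0.920 in limma, and corresponds to 86.6% of the wild-type level. Without litter 121 the mean was -0.64, with a limma p of 0.0442 and an adjusted p of 0.744. Without litter 116 the mean turned to 0.12, and with slide as a random block it was 0.01. Eed (chromosome 7, 89840003 to 89842912) had ratios of -0.45, 0.06 and 0.29, and a mean of -0.03 ± 0.38 (SD, n = 3 litters; adjusted p of 0.979 in limma), or 97.8% of wild type. Its mean was 0.18 without litter 112. Suz12 was lower in all 3 litters by both of its probes on chromosome 11. The brighter probe (79849944 to 79850003) gave -0.49, -0.38 and -0.08, with a mean of -0.31 ± 0.21 (SD, n = 3 litters; limma p of 0.0741, adjusted p of 0.723). The second probe (79829671 to 79829730) gave a mean of -0.39 ± 0.24 (SD, n = 3 litters; adjusted p of 0.716 in limma). None of the core components passed the adjusted threshold.

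**Figure D1:**
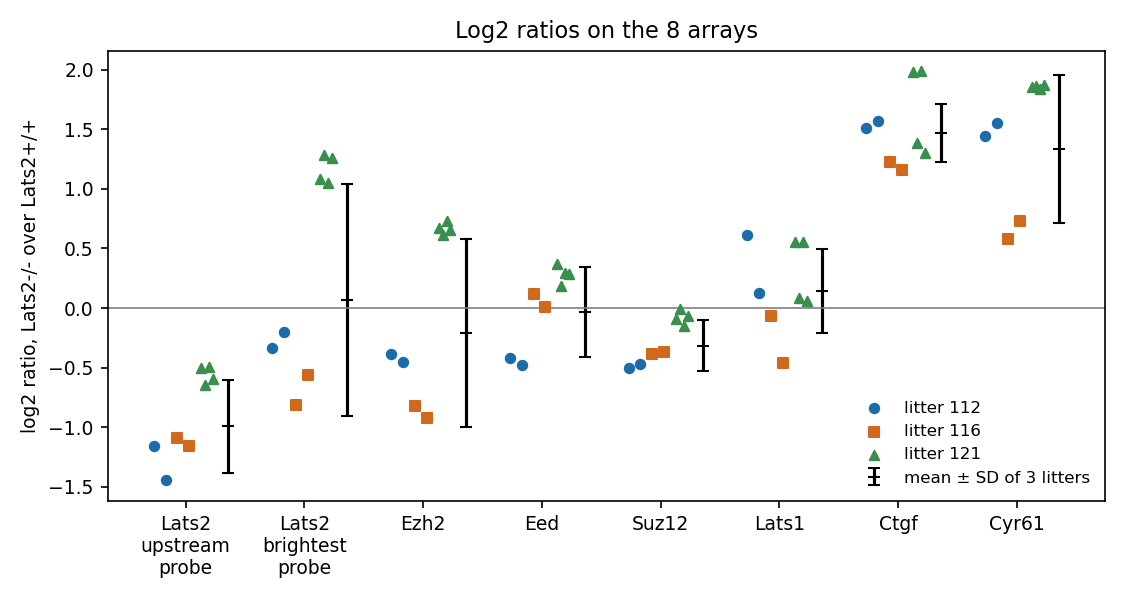
Log2 ratios of Lats2-/- over Lats2+/+ (vertical axis) of the 8 arrays for probes of 7 genes (horizontal axis), with symbols by litter and the mean and SD of the 3 litters beside them. The upstream Lats2 probe lies below 0 on 8 of 8 arrays and Ctgf and Cyr61 lie above 0 in every litter, while Ezh2, Eed and the brightest Lats2 probe change sign between litters.

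Across the array, 0 of the 22642 kept probes passed the adjusted threshold in limma, and the smallest adjusted p was 0.639. The methods' t-test, run on the litter values, also gave 0 after Benjamini-Hochberg adjustment. At an unadjusted p under 0.05, limma gave 1555 probes, of which 806 were higher and 749 lower in Lats2-/- cells, where 1132 would pass by chance, and the methods' t-test gave 1337. The alternative that moved the adjusted count most was slide as a random block, with 720 probes, a fit that treats arrays of the same extracts as separate observations. At the threshold of the study, at least 2-fold with an unadjusted p under 0.05, limma gave 189 probes of 165 genes, 143 higher and 46 lower. The methods' t-test gave 71 at that threshold, 55 higher and 16 lower. The methods' description of this test does not say whether arrays or litters entered it or how probes were filtered for it, and the study's list of changed genes was not used here, so these counts need not be those of its own test. This count was moved most by the processed signals of Feature Extraction, which gave 551 probes, 336 higher and 215 lower. Leaving out litter 112 gave 342 and leaving out litter 121 gave 363. In the simulation with no changed probe and the real litter SDs, 163 probes met the same threshold. That number can be too high, since array noise was added to litter SDs that already hold it, so it is no exact count of chance calls. The litter SD of a kept probe had a median of 0.25 on the log2 scale.

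Agreement between litters was low. Pearson's r of the litter ratios across kept probes was 0.132 between litters 112 and 116, 0.0601 between 112 and 121, and -0.00168 between 116 and 121, and Spearman's rho was 0.122, 0.0813 and 0.0554. These are correlations across genes, which are not independent replicates, and no p is given for them. Between arrays of the same litter, r was 0.913 to 0.954 over 6 dye-swap pairs and 0.986 to 0.987 over 2 pairs of technical repeats with the same dyes. The ratio had 1 sign in all 3 litters for 6759 probes, or 29.9%, where independent signs would give 1 in 4. At least 2-fold differences were found for 832 probes in litter 112, 1722 in litter 116 and 1365 in litter 121, and 54 probes of 46 genes differed at least 2-fold in the same direction in each litter, 47 higher and 7 lower.

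Genes with the largest means among those changed at least 2-fold in each litter are given here, since 0 probes passed the adjusted threshold on either side. Egr2 (chromosome 10, 66937367 to 66937426) had a mean of 3.89 ± 2.10, the highest here, with litter ratios of 5.81, 4.22 and 1.65. Without litter 112 its mean was 2.93, under those of Spon2 (4.30), Cpq (4.22), Ankrd1 (4.06) and Cd34 (4.00), and with the processed signals it was 4.51, under Cpq (5.09). Ankrd1 (chromosome 19, 36177463 to 36177522) was higher by 3.70 ± 0.94, with 2.99, 4.77 and 3.35, and a limma p of 9.34e-04. Spon2 was higher by 3.28 ± 1.78, with 1.26, 4.00 and 4.60, and its mean was 2.63 without litter 121. Cd34 and Cpq (Pgcp in the files) were not well above background in the wild-type extract of litter 112, so that their means of 3.47 ± 1.26 and 3.21 ± 1.84 are not exact in size. In that litter they were at least 5.14-fold and at least 2.17-fold higher, and their log2 ratios were 4.86 and 3.14 for Cd34 and 3.68 and 4.76 for Cpq in litters 116 and 121. Without litter 121 the mean of Cpq was 2.43. Among the lower genes, Cspg4 (chromosome 9, 56697659 to 56697718) had a mean of -3.78 ± 1.46, with -2.10, -4.71 and -4.53 in litters 112, 116 and 121. Il1rl1 had -2.64 ± 1.69, with -1.18, -2.23 and -4.50, and -1.71 without litter 121. Foxc2 had -2.45 ± 0.69, Gpnmb -2.38 ± 2.29 and Galnt16 (Galntl1 in the files) -1.46 ± 0.24. Foxc2 was not well above background in the Lats2-/- extract of litter 121, where it was at least 9.31-fold lower, so that its mean is not exact in size either. Galnt16 was dim in the Lats2-/- extracts of litters 112 and 121, with log2 signals of 6.65 and 6.55. With the processed signals and with the deposited value table, the mean was -2.40 for Galnt16 and -3.96 for Foxc2. Gpnmb owes its mean to litter 116, where it was -5.02, and without that litter its mean was -1.06. All errors are SD over 3 litters, and adjusted p-values of these 10 genes lay between 0.639 and 0.722 in limma.

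Ctgf and Cyr61 are targets of YAP and TAZ, the transcriptional coactivators that LATS kinases restrain, and the study used the first as a readout of Hippo signaling. Ctgf (chromosome 10, 24287891 to 24287950) was higher by 1.54, 1.19 and 1.66 in litters 112, 116 and 121. The mean was 1.47 ± 0.24 (SD, n = 3 litters), or 2.76-fold, with a limma p of 5.55e-04 and an adjusted p of 0.639. Cyr61 (chromosome 3, 145584609 to 145584668) was higher by between 0.65 and 1.86 in the 3 litters, with a mean of 1.34 ± 0.62 (SD, n = 3 litters), or 2.52-fold, and a limma p of 0.00899 with an adjusted p of 0.716.

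The 6 lists were then tested as sets. For the 21 targets of YAP and TAZ, the median of the mean log2 ratios was 0.28, with 14 genes higher, and litter medians of -0.10, 0.28 and 0.28. Camera gave an upward shift with a p of 0.0775 and an adjusted p of 0.155, and fry gave the same direction with a p of 0.00865 and an adjusted p of 0.0519. Of these genes, 5 had an unadjusted p under 0.05. Ctgf, Cyr61, Ankrd1 and F3 were higher and Dock5 was lower, the last 2 being named after their values were seen. Adjusted over the list alone, 2 genes passed, Ctgf and Ankrd1, and 0 passed over all genes. With gene names as the files give them, the list held 19 genes and the adjusted camera p was 0.0293.

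The 27 proliferation genes bear on the study's question whether PRC2 changes follow from the cell cycle. Their median was -0.34 and camera gave a downward shift with a p of 9.61e-07 and an adjusted p of 5.76e-06. The litters did not share it: the list's median was -0.57 in litter 112 and in litter 116, each with 26 of 27 genes lower, and 0.28 in litter 121, with 24 of 27 genes higher. Without litter 112 the adjusted p was 0.0525. Over all genes 0 of them passed, and 0 passed adjusted over the list alone, with 2 at an unadjusted p under 0.05. Camera called only this list and the Hox genes past its adjusted threshold, and neither call held under fry (adjusted p of 0.6004 and 0.446) or under camera with an estimated correlation (0.535 for both).

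The study addressed derepression of PRC2 targets, among which Hox genes are prominent. In its Lats2 knockout MEFs it reported raised sets of PRC2-regulated genes by gene set enrichment analysis. It also reported more homeobox genes among the raised genes, and higher HoxB transcripts by RT-qPCR. Those gene sets and RT-qPCR assays were not repeated here. Of 38 Hox genes on the array, 11 had a kept probe. Their median log2 ratio was 0.64, 10 of the 11 were higher in mean, and camera gave an upward shift with a p of 3.56e-04 and an adjusted p of 0.00107. The median was 0.54 in litter 112, 0.02 in litter 116 and 1.48 in litter 121, and several of these genes were not above background in either genotype of litter 116. The strict filter on dim probes asks for a signal above background in both genotypes on all 8 arrays. It left 3 Hox genes, with an adjusted camera p of 0.560. Genes at background in 1 genotype, such as Hoxb8, are removed by that rule, so this value does not test their shift. Adjusted over the list alone 0 Hox genes passed, as over all genes, and 1 had an unadjusted p under 0.05. This was Hoxb8 (chromosome 11, 96101232 to 96101291), well above background on 6 of 8 arrays in Lats2-/- cells and on 0 arrays in wild-type cells (limma p of 0.0443, adjusted p of 0.716). It was at least 3.53-fold higher in litter 112 and at least 2.96-fold higher in litter 121, and not well above background in either genotype of litter 116.

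Single Hox clusters differed between litters. Most HoxB probes were above background in the Lats2-/- extracts of litters 112 and 121, and the 8 HoxB genes seen in any extract had mean ratios of 1.66 and 1.14 in these litters, against -0.06 in litter 116. These means include probes that were not above background in 1 or both extracts of a litter. Probes of a gene did not always give the same ratio: Hoxb6 had a probe near 0 in every litter (A_52_P648750, with 0.02, 0.12 and 0.09) and another with 2.82, 0.08 and 1.72 (A_51_P232207). Hoxd4 and Hoxd8 were above background in 1 extract of litter 116 and 1 of litter 121, of opposite genotypes, and were not among the kept probes. In litter 116 they were at least 4.65-fold and at least 5.86-fold higher in Lats2-/- cells, and in litter 121 at least 2.79-fold and at least 3.17-fold higher in wild-type cells. These 2 genes were chosen after their values were seen.

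**Figure D2:**
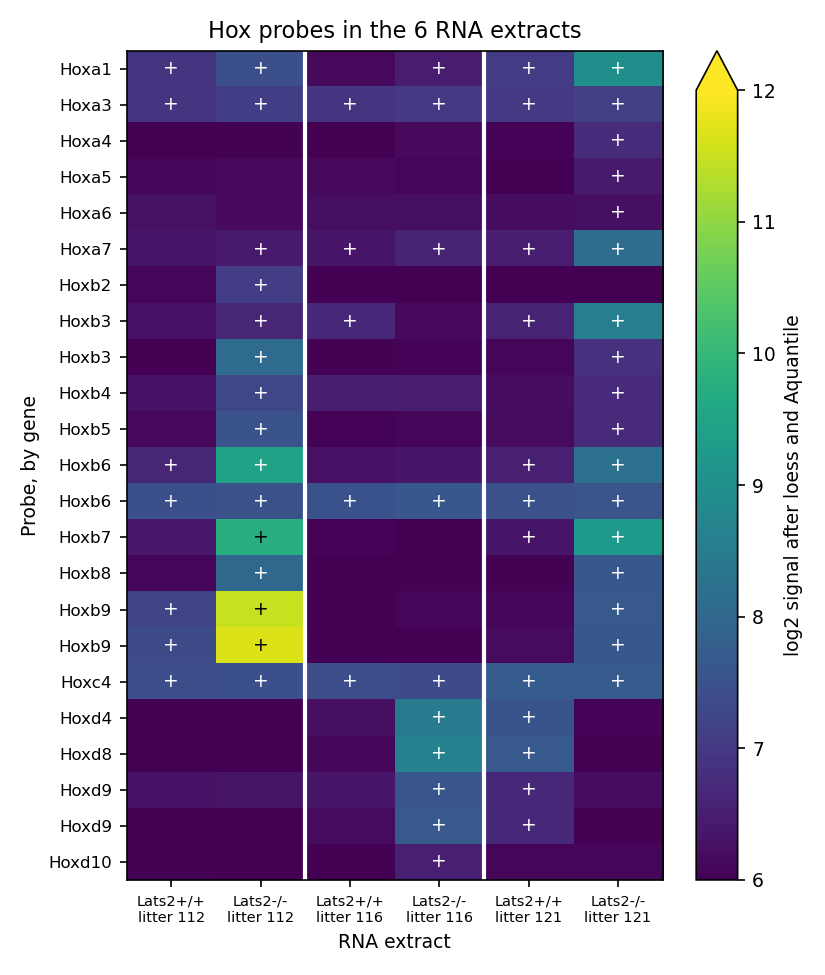
Log2 signals (color, after loess and Aquantile) of probes for Hox genes (vertical axis) in the 6 RNA extracts (horizontal axis), where a plus sign marks an extract in which the probe was well above background. Most HoxB probes are brighter in Lats2-/- than in wild-type cells of litters 112 and 121, and Hoxd4 and Hoxd8 are bright in Lats2-/- cells of litter 116 and in wild-type cells of litter 121.

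The remaining lists did not pass the adjusted threshold by camera, fry or camera with an estimated correlation. For 44 homeobox genes outside the Hox clusters, the median was 0.01 and the mean -0.06, so that these differ in sign, and camera gave a downward direction with an adjusted p of 0.421. Of the 9 PRC2 target loci assayed by the study in HeLa-S3 cells, 4 genes had a kept probe in MEFs, with a median of 0.06 and an adjusted p of 0.421 in the upward direction, which turned downward without litter 121 (0.618). These 4 genes do not stand for the larger sets of PRC2-regulated genes that the study tested in its MEFs. The 11 PRC2 component genes had a median of -0.03 and an adjusted p of 0.547. Among them, Phf1 (0.58 ± 0.20) and Phf19 (-0.70 ± 0.32; both SD, n = 3 litters) had an unadjusted p under 0.05 and were named after their values were seen. In all 3 lists, 0 genes passed over all genes and 0 adjusted over the list alone, and 4, 0 and 2 genes had an unadjusted limma p under 0.05.

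**Figure D3:**
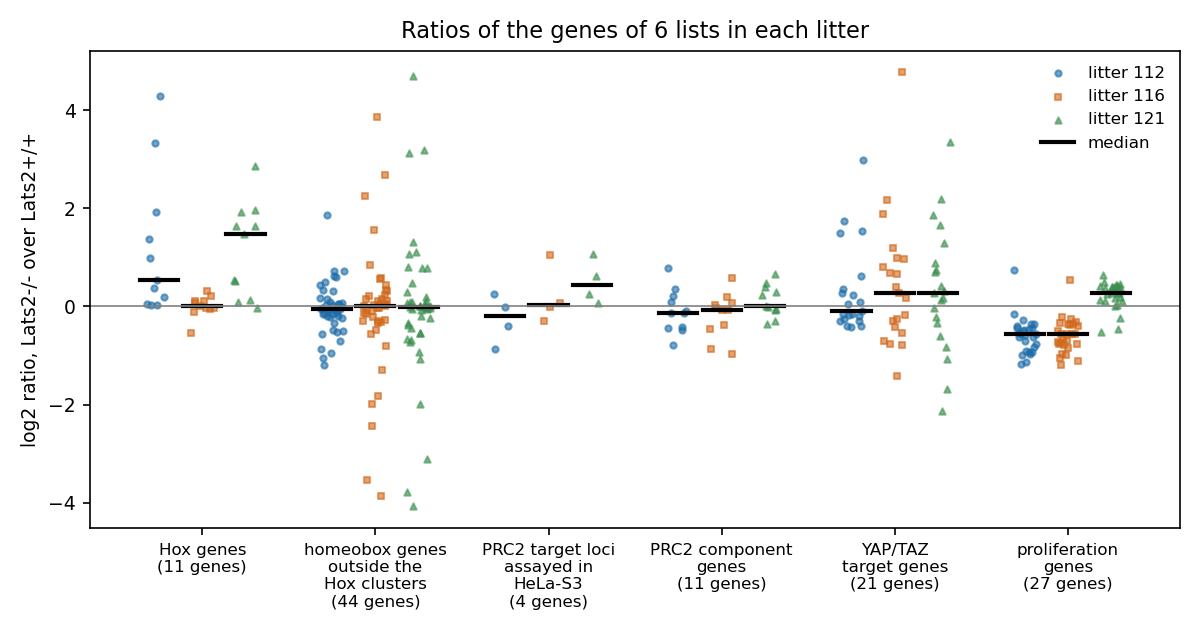
Log2 ratios of Lats2-/- over Lats2+/+ (vertical axis) of the genes of the 6 lists (horizontal axis) in each litter, at 1 probe per gene, with bars at the litter medians. The proliferation genes lie mostly below 0 in litters 112 and 116 and above 0 in litter 121, and the Hox genes are spread upward in litters 112 and 121.

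Sex-linked genes were read as a check of the embryos. The 4 probes for Xist, which is transcribed from the inactive X chromosome of females, were above background in all 16 channels, with log2 signals from 8.07 to 12.18. The 7 probes for Y-linked genes were above background in 0 channels, with log2 signals from 5.81 to 6.18. The largest absolute log2 ratio of a Xist probe in a litter was 0.39.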

Values the study reported

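For LATS2 knockout HeLa-S3 cells, the study reported a 1.6-fold increase of CTGF mRNA by RT-qPCR. In the same human cells it reported EZH2 mRNA at 42% and EED mRNA at 57% of the wild-type level, while SUZ12 mRNA was not reduced. For the mouse embryonic fibroblasts its threshold for differentially expressed genes was a fold change of at least 2.0 with p below 0.05 by a t-test.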

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

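Among the alternatives, gene names as the files give them and the filter asking for 1 of the 6 extracts were chosen only after the results were seen. Beside the 0 probes past the adjusted threshold in limma, 14 of 17 alternatives also gave 0. The others gave 342 (220 higher, 122 lower) with litter as a random block, 205 (137 and 68) with a dye term added, and 720 (387 and 333) with slide as a random block. The construction of these fits shows the cause: arrays of the same extracts enter as observations of their own, with a correlation of 0.857 within litters, 0.943 with the dye term and 0.391 within slides, so that more residual degrees of freedom are counted than 3 litters give.

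The 189 probes at the 2-fold threshold (143 higher, 46 lower) stayed within 1.5 times in 7 of 17 alternatives. The count was 551 (336 and 215) with the processed signals of Feature Extraction, 545 (335 and 210) with the deposited value table, 305 (211 and 94) with a normexp offset of 16, and 71 (55 and 16) by the methods' t-test. It was 110 (79 and 31) with no replicate block, 406 (284 and 122) with litter as a random block, 401 (280 and 121) with a dye term, 438 (293 and 145) with slide as a random block, and 264 to 363 with a litter left out, the highest without litter 121. The first 3 raise ratios of dim probes by construction, since less is added to each signal. For the rest the cause was not tested. Without the replicate block no direction or adjusted call changed, but 6 named genes no longer had an unadjusted p under 0.05: these were Ctgf (0.244), Galnt16 (0.178), Cd34 (0.0875), Hoxb8 (0.0532), Cyr61 (0.0525) and Il1rl1. By the methods' t-test the same held for Hoxb8 (0.161), Il1rl1 (0.115), Cpq (0.0942), Spon2 (0.0857), Egr2 (0.0850) and Cyr61 (0.0645).

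Directions of the genes tested singly depended mostly on the litters. Leaving out a litter in turn gave -0.48 to 0.45 for the brightest Lats2 probe, -0.48 to 0.43 and -0.32 to 0.33 for the other downstream probes, -0.64 to 0.12 for Ezh2, -0.19 to 0.18 for Eed and -0.43 to -0.23 for Suz12. With slide as a random block Ezh2 was 0.012 and Eed 0.047. The downstream Lats2 probe A_51_P133349 was -0.039 with the processed signals and -0.039 with the deposited value table. In each case fewer litters or other weights of the litters enter, except for the last, where the cause was not tested. Suz12 kept its direction and side in 17 of 17 alternatives. Over the named probes other than Ezh2, Eed and the brightest of Lats2 and of Suz12, 263 of 302 values under alternatives kept their direction and side, 35 passed the adjusted threshold in the same direction, each with litter or slide as a random block, and 4 reversed, all of them Lats2 probes given here.

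For the Hox genes the adjusted camera p was 0.00107. The strict filter, which drops genes at background in 1 genotype, gave 0.560 over the 3 genes left and cannot test the others. The adjusted p was 0.535 with an estimated correlation, 0.446 by fry and 4.97e-06 to 0.0485 with a litter left out. It stayed under 0.05 in 14 of 17 alternatives. For the proliferation genes it was 5.76e-06 in the main setting, 0.535 with an estimated correlation, 0.6004 by fry, and 5.97e-16 to 0.0525 with a litter left out, the highest without litter 112. For the targets of YAP and TAZ it was 0.155, 0.0293 with gene names as the files give them, where Myof and Asap1 are missing from the list, and 0.120 to 0.352 with a litter left out. For the PRC2 target loci it was 0.128 to 0.618 with a litter left out, and the highest, without litter 121, was in the downward direction. For homeobox genes outside the clusters and PRC2 components 17 of 17 alternatives kept direction and side, and the mean correlation between litters did so in 3 of 3. Signal over background limits the Hox results, since 3 of the 11 Hox genes were above background in both channels of all 8 arrays.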

Other observations

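The tests here that were chosen only after the result was seen are those of probes with an unadjusted p near Lats2, of Rnase4, of Hoxd4, Hoxd8 and the HoxB genes, of the proliferation genes and Ezh2, of immediate early genes, of the downstream Lats2 probes, of Gpnmb, Cd34 and Cspg4, and the splits for the unadjusted count and the 3 lists.

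Turning the genotype sign of single litters gives 4 splits of the data, the real one included, so that a share under 0.05 cannot be reached, and these splits cannot exclude chance for the 6 results they were run on. All 4 splits gave 0 probes past the adjusted threshold. The real split gave the largest count at the 2-fold threshold with an unadjusted p under 0.05 (1 of 4 splits as large; 189, against 124, 146 and 184 with litter 112, 116 or 121 turned), the largest count at an unadjusted p under 0.05 (1 of 4 splits; 1555, against 792, 838 and 1072), and the smallest camera p for the targets of YAP and TAZ (1 of 4 splits; 0.0775). For the Hox genes 2 of 4 splits gave a camera p as small, with 1.12e-04 when litter 116 was turned against 3.56e-04 in the real split. Several Hox genes were not above background in either extract of litter 116, so turning that litter could hardly weaken the shift. For the proliferation genes 2 of 4 splits gave a camera p as small, with 6.94e-19 when litter 121 was turned.

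The value of Ctgf in these MEFs was 2.76-fold higher in Lats2-/- cells. That is higher than the increase quoted from the study above, which was measured in human cells. The mean of Ezh2 in these MEFs was at 86.6% of the wild-type level. That is higher than the level quoted from the study above. The mean of Eed was at 97.8% of the wild-type level. That is higher than the level quoted from the study above. Both means were smaller than their SD over litters, 0.79 for Ezh2 and 0.38 for Eed on the log2 scale. The litters went both ways for each gene, so these comparisons of means are not firm.

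In litter 121 the downstream Lats2 probes were higher in Lats2-/- cells while the upstream probe was lower. A swap of the 2 extracts of this litter is argued against by the upstream probe, at -0.56 in litter 121 and lower in Lats2-/- cells on 4 of its 4 arrays, and by Ctgf, which was higher in Lats2-/- cells in litter 121 as in the other litters. A candidate explanation is a transcript of the targeted allele that lacks the upstream region but keeps the 3' end. The upstream probe minus the mean of the downstream probes was -1.08, -0.49 and -1.59 in the 3 litters, with a mean of -1.05 ± 0.55 (SD). The position of the targeted exons was not used here, and the transcript's structure is not measured by these probes, so this stays open, as does a higher activity of the Lats2 promoter in that culture.

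Hox genes keep the pattern of the body region a cell came from, and MEF cultures can differ in the regions they hold. This was weighed before the lists were tested. The mean absolute litter ratio of the 19 Hox genes above background in any extract was 0.71, at percentile 100 of 10000 random lists matched on signal, whose median was 0.34. This is consistent with cultures that differ in their regional makeup, and a response of Hox genes to Lats2 could give it as well. Hoxd4 and Hoxd8 argue against loss of Lats2 acting alike in every litter as their whole cause: their mean log2 ratio was 2.38 in litter 116, with both higher on 2 of 2 arrays, and -1.62 in litter 121, with both lower on 4 of 4 arrays. These ratios are against a genotype at background, so that their sizes are not exact. For the 8 HoxB genes, the mean over litters 112 and 121 was 1.40, and 0 of them were at least 2-fold lower in any litter. Most were not above background in litter 116, and many not in the wild-type extracts of the other litters. A lower level could therefore seldom have been seen, and the count of 0 decides nothing. Regional makeup and derepression cannot be told apart for these, because 2 litters can have the same direction by chance and no independent marker of region was tested.

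The opposite shifts of the proliferation genes, with 24 of 27 higher in litter 121 and 26 of 27 lower in litter 112 and in litter 116, argue against loss of Lats2 acting alike in every litter as the whole cause. Growth state of the cultures may differ between the 2 extracts of a litter, and Ezh2, whose transcript rises in dividing cells, moved in the same direction as these genes in each litter. The ratio of Ezh2 minus the median of the proliferation genes was 0.15, -0.30 and 0.39, with a mean of 0.079 ± 0.35 (SD), which decides nothing because the litters went both ways. In litter 121 Ezh2, at 0.67, was above each of the 27 genes, of which Bub1 was highest at 0.64. Whether growth state moved Ezh2 cannot be told apart from an effect of genotype on both, with 3 litters.

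Ctgf, Cyr61, Ankrd1 and Egr2 were higher in all 3 litters, and the first 3 are targets of YAP and TAZ. Egr2 and Cyr61 are also on the list of immediate early genes, which respond within a short time to serum or handling. Absence from that list, which was written from general knowledge, does not exclude such a response of Ctgf and Ankrd1. The other 27 immediate early genes with a kept probe had a median of the mean log2 ratios of 0.67 and litter medians of 1.40, 0.23 and 0.63, with 13 higher and 1 lower in all 3 litters. The full list of 29 genes was shifted up by camera, with a p of 3.06e-08, and fry gave a p of 0.156. It shares 1 gene with the targets of YAP and TAZ. This is consistent with stimulation of the Lats2-/- cells before lysis, but Lats2-/- cells may hold these genes at a higher level without it, and the design gives no control that separates the 2.

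Both probes of Rnase4 were among the 4 with the smallest p in the kept set. They rank 1 and 4, with log2 ratios of 2.34, 2.14 and 1.95 in litters 112, 116 and 121 (mean 2.14 ± 0.19 (SD), limma p of 8.69e-05, adjusted p of 0.639) and of 2.29, 2.06 and 1.75 (2.03 ± 0.27 (SD), limma p of 2.05e-04). The gene lies on chromosome 14 (50026958 to 50027371 in mm8), 6.62 Mb from the Lats2 probes. Variants of the strain in which the Lats2 allele was made could have been carried along with it and are a candidate explanation, although both genotypes carry 1 strain name in the labels. Within 20 Mb either side of Lats2, 43 of 417 probes (10.3%) had an unadjusted p under 0.05, against 1504 of 22110 elsewhere (6.80%; two-sided Fisher's exact test, p = 0.00797). Probes in a window are not independent, and this window ranked 8 of 68 windows of 40 Mb, whose highest share was 13.6% and median 7.11%. For Rnase4 and for these probes, carried-along variants and effects of Lats2 itself cannot be told apart, since every Lats2-/- extract has the same allele. Probes changed at least 2-fold showed no excess in the window: 4 of 417 were changed there and 185 of 22110 outside (0.959% and 0.837%; two-sided Fisher's exact test, p = 0.782). With 4 changed probes in the window the test cannot exclude carried-along variants for these. The 185 outside lie too far away for variants that act only on genes within the window. Effects of such variants on distant genes were not tested.

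A difference of sex between the 2 embryos of a litter is argued against as the source of changed probes, since Xist differed by at most 0.388 on the log2 scale in any litter and was bright in all 16 channels. The highest correlation between litters, 0.132, was that of the 2 litters on one slide. With 1 such pair, sharing a slide cannot be told apart from chance.

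Other cell types in the cultures were weighed for 3 genes, with lists of marker genes from general knowledge, none of which is shared with the targets of YAP and TAZ. Medians of the other kept genes were read first, with 0.035 for macrophage genes in litter 116 and -0.0088, 0.14 and -0.13 for endothelial genes in litters 112, 116 and 121. They were replaced by counts of genes not above background, which were chosen after these medians and the signals had been seen, and which argue against a cell type where they cover more than 50% of its other genes. For the lower Gpnmb in litter 116, a loss of macrophages is argued against by 13 of 19 other macrophage genes, C1qa, Ctss, Tyrobp and Laptm5 among them, which were not above background in the wild-type extract of that litter, where the macrophages would have been. Cd14 (-1.65) and Cd68 (-0.35) were lower in litter 116 as well, while Lyz2 (0.96) was higher. For the higher Cd34, 7 of 14 other endothelial genes, Pecam1, Cdh5 and Tie1 among them, were not above background in any Lats2-/- extract. Pecam1 had log2 signals of 6.06, 6.02 and 6.05 and Cdh5 of 6.07, 6.10 and 6.04 in these extracts. Ptprb was higher as well, by 2.33 in litter 112 and 1.88 in litter 121, and in litter 116 it was above background in the Lats2-/- extract but not in the wild-type one. The count of 7 of 14 was not more than 50%, so it decided nothing on its own. The levels argue against more endothelial cells as the whole cause in litters 116 and 121. There Cd34 had log2 signals of 14.21 and 13.40 in Lats2-/- extracts, while Pecam1, Cdh5 and the other undetected genes stayed at background. Among endothelial genes with a kept probe, 2 were higher in all 3 litters, Cd34 and Ptprb. Because Ptprb went with Cd34, a contribution of such cells stays open, as it does in litter 112. For the lower Cspg4, the smooth muscle and pericyte list went the other way in litter 116. There 8 of 8 other genes of that list with a kept probe were higher, with a median of 1.39. This cannot count such cells, because the cultures themselves express genes of the list. Acta2 had log2 signals of 13.39 to 17.20 over the 6 extracts, and Rgs5 and Des were not above background in any extract. Fewer smooth muscle cells or pericytes therefore stay open in litter 116. In litters 112 and 121 the medians were -0.39 and 0.32 over genes that went both ways, with 7 and 2 of the 8 lower, and a lower share of such cells cannot be told apart from a lower level of Cspg4 there. The cultures express many of these genes, with 9 of 11 others above background in some extract. As sets, the 3 marker lists were not shifted by camera (p of 0.346, 0.251 and 0.351). What lowered Cspg4 and raised Cd34 in all 3 litters was not tested further, and an effect of Lats2 remains a hypothesis.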
